A study of Homo sapiens with 20 samples.

How the data were processed

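Messenger RNA from 2 established human ovarian cancer cell lines, OVCAR-5 and SKOV-3, was sequenced in 20 libraries that fall into 8 groups. Per the labels' protocols, mRNA was purified from total RNA on oligo-dT beads and made into Illumina libraries with a commercial RNA kit, starting from 1 µg of total RNA for unsorted cells, 500 ng for cells sorted on FZD7 and 200 ng for cells sorted on ALDH activity and CD133. The authors deposited 1 table per library holding raw read counts per gene symbol, with 56655 symbols in the same order in every table. The tables are whole numbers without a header line. Neither they nor the labels state the aligner, the counting program, the genome build, the annotation or whether counting used strand, so no coordinates are given here and genes are named by the symbols in the tables. Names of the sorted-cell tables say that reads were trimmed, and names of the unsorted-cell tables do not, so sorted and unsorted cells were not compared in a test.

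Group and replicate number were taken from the sample titles. Same-numbered replicates of different groups share a number in the titles, and the labels describe no pairing beyond that. The total count per library ran from 17495600 to 24669964. A gene with 0 counts was therefore below 0.122 to 0.171 CPM (counts scaled to a common library total), the level that 3 counts reach in the deepest and shallowest libraries. These limits cover counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules.

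Each pair of groups was compared with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood test with robust dispersion estimates on the counts as deposited. Genes were kept by the filterByExpr function with its default minimum of 10 counts, libraries were scaled by the trimmed mean of M values (TMM), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Each fit held the libraries of the compared groups alone. The difference in the resistance change between lines was tested as an interaction over the 12 unsorted libraries. The standard error of a log2 fold change was computed as its size divided by the square root of the quasi-likelihood F statistic. Gene sets were tested with camera in limma 3.58.1 on voom-transformed counts, with an inter-gene correlation of 0.01. The value given for a set is the median log2 fold change of its genes minus that of the other genes. The p-values of 24 tests of curated lists and of 7 tests of gene sets taken from another comparison were adjusted separately. CPM values are means of TMM-scaled values with their SD over replicates.

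The grouping, the tests, the curated lists, the rule for naming genes and most alternatives were fixed before the data were examined. The rule names a list of 10 genes, the 4 called genes with the largest rise and the 4 with the largest fall in each comparison, 5 genes with the largest change shared by both lines, the 4 genes with the smallest adjusted interaction p-value, and up to 10 genes of the curated lists called in at least 2 comparisons, by smallest p-value. Genes chosen by size of change or by interaction had an average log2 CPM of at least 2. For those with the largest rise or fall in a comparison, the CPM values of the 2 groups also did not overlap, and non-coding genes bearing only a clone name were passed over.

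The alternatives fixed at that point were RLE scaling, scaling by library size alone, the Wald test of DESeq2 1.42.0, no filter on low counts, a minimum mean of 50 counts, all 20 libraries in a single fit, the replicate number as a block, an adjusted p-value threshold of 0.01, a test against a fold change of 1.5 (glmTreat), and leaving out each replicate in turn. Removal of mitochondrial genes, per-library offsets for transcript GC content and length, these corrections together with the block, DESeq2 with the block, the list calls with the block, and the mitochondrial gene sets with the block and offsets were added after the data were seen. For gene sets, an offset was subtracted from the voom-transformed values. GENCODE release 29 was used, by symbol alone, for gene type, chromosome, neighbour order, transcript length and GC content. It matched 55370 of the 56655 symbols (97.7%), and 106 symbols name more than 1 GENCODE gene.

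The tests were also run on simulated counts with 200 genes changed by 2-fold. Unless stated otherwise, these were drawn from the real means, library totals and overall dispersion. In the 3 against 3 layout of OVCAR-5, edgeR recovered 88% of the changed genes among 15822 tested, and 3.3% of its calls were false. In the 2 against 2 layout of the FZD7 sort it recovered 72.5% among 16237, with 7.05% false. For the interaction it recovered 65% among 17945, with 3.7% false. Another simulation planted an identical replicate effect in both groups of the FZD7 layout, with a preset dispersion in place of the estimated one. There edgeR without a block recovered 0% among 16219 genes, edgeR with the block 81.5% and DESeq2 with the block 62%. In the real data same-numbered libraries correlated at 0.377 and the effect may not be fully shared. These values therefore do not estimate recovery there. With a GC bias planted in the OVCAR-5 layout, false calls made up 98.2% of the total among 15834 genes without an offset and 6.91% with it. A mixture holding 2% of the other line was estimated at 2.03% from 85 genes. Figures were drawn with matplotlib.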

Results

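Gene expression was measured by RNA sequencing in OVCAR-5 and SKOV-3 cells, at passages 4 to 6. Cisplatin, a platinum drug that damages DNA, was given to both lines in 3 or 4 doses of 24 h, with 3 to 4 weeks of recovery between doses, and the surviving cells were profiled as resistant cells beside untreated wild type cells (n = 3 for each of these 4 groups). OVCAR-5 cells were also sorted in 2 ways, at 30000 to 50000 cells per sample and n = 2 per group. In the first, cells with aldehyde dehydrogenase (ALDH) activity and the surface protein CD133, together taken as a mark of cancer stem cells, were separated from cells with neither (double-positive and double-negative cells). In the second, cells were separated with an antibody against FZD7, a receptor of the Wnt pathway. The libraries held 17495600 to 24669964 counts.

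Replicates of a group never agreed within sampling noise. The closest pair, resistant SKOV-3 replicates 2 and 3, had a chi-square statistic per degree of freedom of 1.17 over 16177 genes, with a chi-square p-value over genes of 1.23e-47. This statistic treats counts as independent molecules, so it cannot tell separate cultures from separate libraries of the same RNA, and libraries were treated as separate samples because the labels describe them so. The widest pair was the FZD7-negative libraries, at 39.6, and the FZD7-positive libraries followed at 8.96.

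Transcripts related to the sorting markers were examined first. PROM1, which encodes CD133, averaged 45.8 CPM ± 0.196 (SD, n = 2) in double-positive and 2.61 CPM ± 0.722 (SD, n = 2) in double-negative cells, a log2 fold change of 4.11 (SE 0.121, edgeR adjusted p = 7.87e-36). ALDH1A1 averaged 34.9 CPM ± 0.329 (SD, n = 2) and 27.0 CPM ± 0.808 (SD, n = 2), a log2 fold change of 0.37 (SE 0.0761, edgeR adjusted p = 9.54e-05). Cells were sorted on ALDH activity and not on this protein. ALDH1A3 was more abundant in the same cells, at 494 CPM in double-positive and 369 CPM in double-negative cells. FZD7 was not higher in the libraries labelled FZD7-positive. It averaged 107 CPM ± 6.37 (SD, n = 2) there and 119 CPM ± 7.08 (SD, n = 2) in the libraries labelled FZD7-negative, and its log2 fold change of -0.16 (SE 0.147, edgeR adjusted p = 0.736) did not pass the threshold. With the replicate number as a block the adjusted p-value was 0.521. The sort used surface protein, which was not measured here, and directions in this comparison rest on the labels alone.

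**Figure D1:**
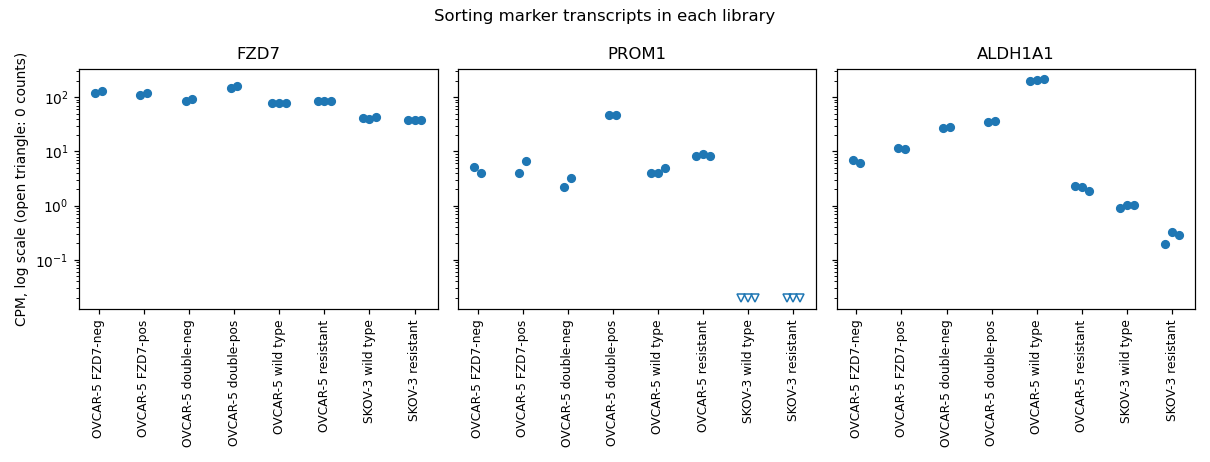
CPM of FZD7, PROM1 and ALDH1A1 (log scale, scaled over all 20 libraries) in each library of the 8 groups, 1 point per library, with open triangles for 0 counts. PROM1 averaged 47.2 CPM in double-positive cells and was at 0 counts in all SKOV-3 libraries, FZD7 averaged 114 CPM in the libraries labelled FZD7-positive and 126 CPM in those labelled FZD7-negative, and ALDH1A1 averaged 206 CPM in wild type and 2.11 CPM in resistant OVCAR-5 cells.

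The share of counts on the 37 genes of the mitochondrial genome differed between the sorted groups, in opposite directions. It was 33.3% ± 0.475 (SD, n = 2) in double-negative and 6.96% ± 1.1 (SD, n = 2) in double-positive cells, and 26.4% ± 1.02 (SD, n = 2) in the libraries labelled FZD7-positive and 9.37% ± 0.494 (SD, n = 2) in those labelled FZD7-negative. In unsorted cells it was 7.18% ± 0.265 (SD, n = 3) in wild type and 6.22% ± 0.0883 (SD, n = 3) in resistant OVCAR-5, and 4.14% ± 0.177 (SD, n = 3) in wild type and 5.16% ± 0.281 (SD, n = 3) in resistant SKOV-3. Each of these differences exceeded the SD of both groups. In a two-sided exact permutation test p was 0.333 for each sort and 0.1 for each line, which are the smallest values that 2 against 2 and 3 against 3 libraries allow. Counts on mitochondrial genes can be shared with their nuclear pseudogenes.

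**Figure D2:**
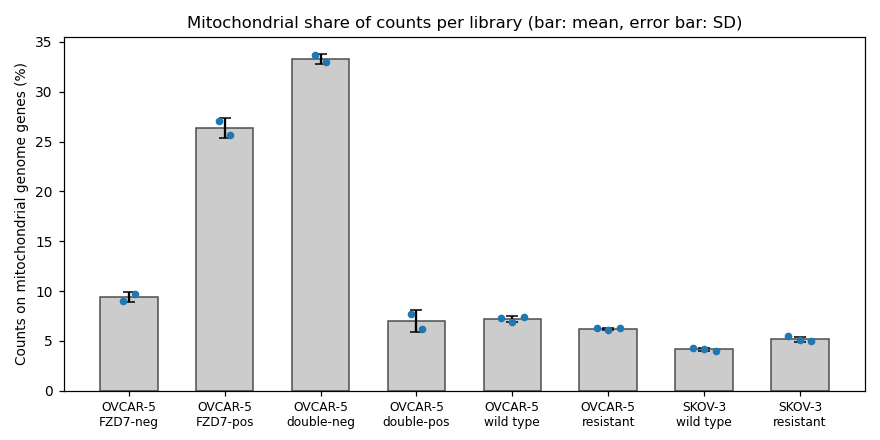
Percent of each library's counts on genes of the mitochondrial genome. Bars are group means from 0, error bars the SD and points the libraries; double-negative cells (33.3%) and the libraries labelled FZD7-positive (26.4%) stand above the other 6 groups, which lie between 4.14% and 9.37%.

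The first comparison asked which genes differ between cisplatin-resistant and wild type cells. In OVCAR-5, 5818 genes were higher and 5680 lower in resistant cells at an adjusted p-value under 0.05, of 16132 tested (71.3%). Replicates lay close together, with a biological coefficient of variation of 0.0326, so small differences passed the test. Whether the replicates of resistant cells came from separate cisplatin selections is not known here, for either line. If they did not, the p-values measure spread between libraries and not between selections. Changes of more than 2-fold numbered 1107 up and 1998 down. With the replicate number as a block the counts were 5833 and 5708. Same-numbered libraries hardly deviated together, with a correlation of 0.0396 after removing group means. A test against a fold change of 1.5 moved the counts most, to 1681 higher and 2400 lower.

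The largest rises in resistant OVCAR-5 were in SERPINA3, MAGEB17, IDO1 and IL1A. SERPINA3 and MAGEB17 had at most 2 counts in any wild type library and were at least 111-fold and 189-fold higher. IDO1 averaged 87.4 CPM ± 1.63 (SD, n = 3) against 0.135 CPM ± 0.0854 (SD, n = 3), a log2 fold change of 9.26 (SE 0.13, edgeR adjusted p = 9.92e-125). IL1A averaged 402 CPM ± 6.82 (SD, n = 3) against 0.682 CPM ± 0.0854 (SD, n = 3), a log2 fold change of 9.19 (SE 0.0772, edgeR adjusted p = 9.11e-160). The largest falls were in KRT4, TM4SF4, CDH6 and CYP2B6, which had at most 2 counts in any resistant library and were at least 384-fold, 297-fold, 142-fold and 236-fold lower.

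In SKOV-3, 5287 genes were higher and 5209 lower in resistant cells, of 16237 tested (64.6%), with a biological coefficient of variation of 0.027. Changes of more than 2-fold numbered 1062 up and 549 down. With the replicate block the counts were 5412 and 5334, and the correlation of same-numbered libraries was 0.00914. COL4A5 and AMPH had at most 2 counts in any wild type library and were at least 165-fold and 63.1-fold higher in resistant cells. CDH6 rose from 0.198 CPM ± 0.0897 (SD, n = 3) to 27.8 CPM ± 0.294 (SD, n = 3), a log2 fold change of 7.10 (SE 0.157, edgeR adjusted p = 4.93e-28), opposite to its fall in OVCAR-5. GNG4 rose by a log2 fold change of 5.83. RASAL1 and FGF1 changed by -6.19 and -5.58 on the log2 scale, and LINC00704 and RRAD by -4.42 and -4.25. LINC00704 had no match by symbol in the annotation used.

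The change in resistant cells was then compared between the lines. Of 18284 genes tested for an interaction, 11258 (61.6%) changed differently in the 2 lines at an adjusted p-value under 0.05, and 11367 did so with the replicate number as a block, where same-numbered libraries correlated at 0.0396 in OVCAR-5 and 0.00914 in SKOV-3. Of 14241 genes tested in both lines, 7151 were called in both. Of these, 1515 rose in both, 1467 fell in both, 2265 rose in OVCAR-5 and fell in SKOV-3, and 1904 did the reverse, so that 41.7% changed in the same direction. Independent calls would give 1734 rising and 1621 falling in both. Across genes, which are not independent replicates, Spearman's rho between the log2 fold changes of the lines was -0.126. Keeping genes with an average log2 CPM of at least 3 changed it to -0.102. An adjusted p-value threshold of 0.01 lowered the interaction count to 9882. Among the choices run for the interaction, the minimum mean of 50 counts moved it most, to 9568. The interaction p-values have the same limit as those within each line. They may measure spread between libraries and not between separate cisplatin selections.

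**Figure D3:**
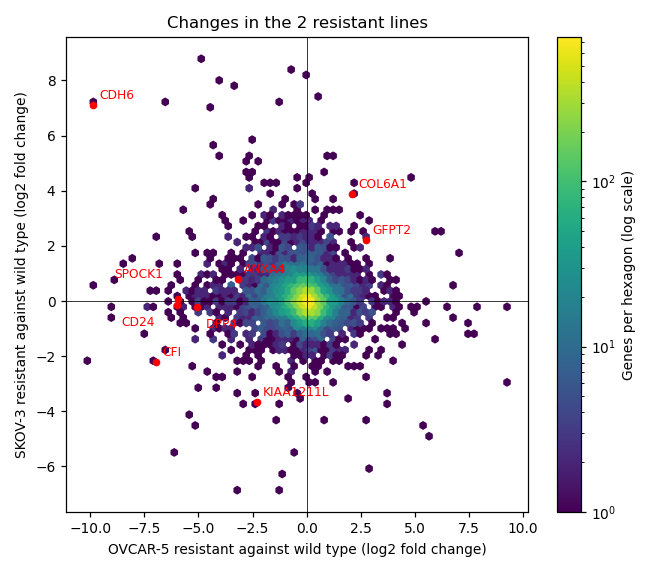
Log2 fold change of resistant against wild type cells in OVCAR-5 (horizontal axis) and SKOV-3 (vertical axis) for the 14241 genes tested in both lines, as hexagons coloured by the number of genes (log scale), with named genes as red points. SPOCK1, CD24 and DPP4 lie far to the left near 0 on the vertical axis, and CDH6 lies at -9.87 and 7.10.

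The 4 genes with the smallest adjusted interaction p-value were SPOCK1, CD24, ANXA4 and DPP4. SPOCK1 went from 548 CPM ± 23.2 (SD, n = 3) to 8.99 CPM ± 0.646 (SD, n = 3) in OVCAR-5 and from 52.3 CPM ± 1.93 (SD, n = 3) to 54.5 CPM ± 0.842 (SD, n = 3) in SKOV-3, a log2 difference of -6.01 (SE 0.07, edgeR adjusted p = 7.46e-92). The log2 difference was -5.91 for CD24, -4.01 for ANXA4 and -4.89 for DPP4. Among genes changed in the same direction in both lines, those with the largest smaller change were KIAA1211L (-2.30 in OVCAR-5 and -3.67 in SKOV-3 on the log2 scale), CFI (-6.96 and -2.23), GFPT2 (2.77 and 2.22), COL6A1 (2.12 and 3.89) and GNG2 (2.26 and 1.93).

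Of the list of 10 genes, 8 were called in OVCAR-5 out of 10 tested and 8 in SKOV-3 out of 8 tested, and adjusting over the list alone gave the same numbers. SLC7A11 rose in both lines, by log2 fold changes of 2.01 (SE 0.0376, edgeR adjusted p = 5.59e-105) and 0.99 (SE 0.0316, edgeR adjusted p = 4.1e-19). ALDH1A1 fell by 6.61 on the log2 scale in OVCAR-5, from 207 CPM ± 6.49 (SD, n = 3) to 2.10 CPM ± 0.26 (SD, n = 3). In SKOV-3 it fell by 1.84 from 1.05 CPM. FZD7 changed by 0.10 in OVCAR-5 (SE 0.0437, edgeR adjusted p = 0.0328) and -0.11 in SKOV-3 (SE 0.048, edgeR adjusted p = 0.037). GPX4 changed by -0.13 and 0.30, TP63 by 2.11 and -1.20, ALDH1A3 by -1.47 and 1.26, and CD44 by 0.48 and -0.34, in OVCAR-5 and SKOV-3 in that order. TP63 was scarce in OVCAR-5, at no more than 27 counts per library. PROM1 rose by 0.98 in OVCAR-5. AXIN2 rose by 0.87 in SKOV-3 and was not called in OVCAR-5 (edgeR adjusted p = 0.485), nor was SOX2 (edgeR adjusted p = 0.439). Annotated genes overlap PROM1, ALDH1A1, ALDH1A3, TP63, SOX2, SLC7A11, AXIN2 and CD44, and counts in a shared stretch cannot be assigned here.

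The second comparison asked how double-positive cells, taken as stem-like, differ from double-negative cells. Of 16895 genes tested, 3019 were higher and 3037 lower in double-positive cells. With the replicate block the counts were 3335 and 3449, and the correlation of same-numbered libraries was 0.0474. A test against a fold change of 1.5 gave 309 higher and 140 lower. Scaling by library size alone shifted the median log2 fold change by 0.469. It gave 11837 higher and 290 lower, 97.6% higher against 49.9% under TMM, so changes in this comparison are relative to the TMM scaling. Mitochondrial genes held 33.3% of counts in double-negative and 6.96% in double-positive cells. Under library size scaling that difference moves other genes upward in double-positive cells, the direction of the shift. How much of the shift it explains was not tested. All 32 mitochondrial genes tested, pseudogenes included, were lower. Apart from PROM1, the largest rises were in SLC6A14, MGAM2 and PIGR, by log2 fold changes of 3.23, 2.54 and 2.51. SPARC changed by -3.78 (SE 0.113, edgeR adjusted p = 1.47e-35). MT-TP and MT-RNR1 changed by -4.65 and -3.52, and MT-TF, with at most 3 counts in double-positive libraries, was at least 73.9-fold lower. The named nuclear genes SLC6A14, MGAM2, PIGR and SPARC had the same direction under library size scaling. Their changes exceeded the shift of 0.469, so this is no separate check.

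Of the list of 10 genes, 9 were called in this comparison, with or without adjustment over the list alone. FZD7 averaged 149 CPM ± 5.16 (SD, n = 2) in double-positive and 86.3 CPM ± 5.46 (SD, n = 2) in double-negative cells, a log2 fold change of 0.78 (SE 0.0537, edgeR adjusted p = 1.2e-18). AXIN2 rose by 1.03, TP63 by 1.45 and ALDH1A3 by 0.42 on the log2 scale. GPX4, SLC7A11 and CD44 changed by -0.23, -0.24 and -0.15, and these 3 directions flipped under library size scaling, to 0.24, 0.23 and 0.32. SOX2 was not called (edgeR adjusted p = 0.19).

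The third comparison asked how OVCAR-5 cells labelled FZD7-positive, described as surviving platinum, differ from cells labelled FZD7-negative. Of 16525 genes tested, 18 were higher and 0 lower, and at an unadjusted p-value under 0.05 there were 830 and 308. Library size scaling gave 13 and 0, and unadjusted 270 and 3990. The balance of unadjusted calls is therefore relative to the TMM scaling. The higher mitochondrial share of the libraries labelled FZD7-positive (26.4% against 9.37%) moves other genes downward under library size scaling. Of the 18, 17 were mitochondrial genes or pseudogenes of them and the other was MUC5B, named after its value was seen. Among those with an average log2 CPM of at least 2, MT-ND5, MT-ND4L, MT-TY and MT-RNR2 rose most, by log2 fold changes of 2.10, 1.91, 1.87 and 1.82 (edgeR adjusted p = 0.0266, 0.031, 0.0311 and 0.0266). MT-ND4L shares sequence with MT-ND4, and MT-TY lies beside MT-TC with which it overlaps in the annotation. The biological coefficient of variation was 0.142, above the 0.0342 of the other sort. Here same-numbered libraries did deviate together, with a correlation of 0.377, and the block gave 937 higher and 266 lower, including the same 18 genes. Putting all 20 libraries in a single fit gave the most calls, 1157 and 1010, and the test against a fold change of 1.5 gave 0 (273 and 32 unadjusted). None of the 9 genes tested from the list of 10 was called over all genes, and ALDH1A1 was called when adjusting over the list alone. With the block, 1 was called over all genes and 4 over the list alone. ALDH1A1 averaged 10.7 CPM ± 0.341 (SD, n = 2) against 6.10 CPM ± 0.57 (SD, n = 2), a log2 fold change of 0.81 (SE 0.183, edgeR adjusted p = 0.331). With the block its edgeR adjusted p-value was 0.000244, from a fit with 1 residual degree of freedom. DESeq2 with the same block did not call ALDH1A1, so this call rests on edgeR alone.

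**Figure D4:**
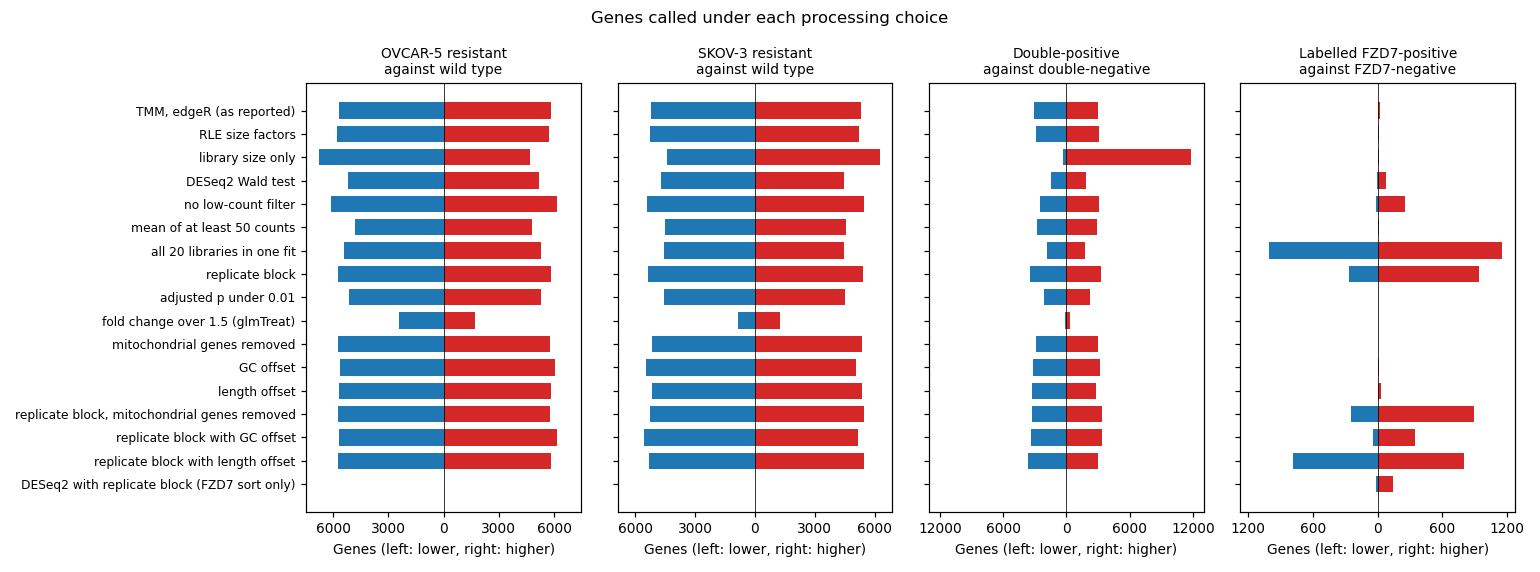
Number of genes higher (to the right) and lower (to the left) at each processing choice, in a panel for each of the 4 comparisons; each panel has its own linear scale. Library size scaling gives 11837 higher and 290 lower in double-positive cells, and the FZD7 sort ranges from 0 to 1157 genes higher.

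Curated lists of 171 genes in all, covering Wnt receptors, Wnt ligands, Wnt targets and regulators, glutathione and ferroptosis, stem-cell markers, and DNA repair with platinum transport, were tested as 6 sets in the 4 comparisons. Of these 24 tests, 1 passed an adjusted p-value of 0.05 and 6 an unadjusted 0.05. Wnt receptors were higher in double-positive cells, by a median difference of 0.31 on the log2 scale over 13 genes (camera in limma, adjusted p = 0.000178). With the replicate block the difference was 0.24 (camera adjusted p = 0.000758), and the correlation of same-numbered libraries was 0.0474. When the inter-gene correlation was estimated from the data, the adjusted p-value was 0.636. Of single genes on these lists, 121 of 142 tested were called in OVCAR-5, 117 of 141 in SKOV-3, 92 of 145 in double-positive cells and 0 of 140 in the FZD7 sort, where 13 had an unadjusted p-value under 0.05. Adjusted over the lists alone these counts were 122, 117, 97 and 0. In the fits with the replicate block, 121, 118, 98 and 13 were called over all genes, in the same order, where same-numbered libraries correlated at 0.0396, 0.00914, 0.0474 and 0.377, so the absence of calls in the FZD7 sort holds only without the block. In all, 120 genes were called in at least 2 comparisons. Those with the smallest p-values were ALDH1A1, CD24, LGR4, SLC7A11, EPCAM, FZD5, ALDH1A3, MT2A, IDH1 and GSTM3. LGR4, EPCAM, FZD5, IDH1 and GSTM3 changed by -2.76, -2.07, -2.09, -1.54 and -3.07 on the log2 scale in resistant OVCAR-5, and by -0.22, 0.40, -0.55, 0.39 and 1.30 in resistant SKOV-3. MT2A changed by 1.46 and -0.73, in the same order of lines. GSTM3 belongs to a family of similar genes whose counts can be shared.

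Genes called in a comparison were followed into the others as sets. The genes higher in resistant OVCAR-5 were lower than other genes in resistant SKOV-3, in double-positive cells and in the libraries labelled FZD7-positive, by median differences of -0.12, -0.10 and -0.11 on the log2 scale (camera adjusted p = 0.00591, 0.0032 and 0.000487). With the replicate block these were -0.12, -0.10 and -0.11 (camera adjusted p = 0.0111, 0.0381 and 0.000939), where same-numbered libraries correlated at 0.00914, 0.0474 and 0.377. The genes lower in resistant OVCAR-5 were higher in double-positive cells and in the libraries labelled FZD7-positive, by 0.09 and 0.10 (camera adjusted p = 0.000936 for each), and their shift of 0.07 in SKOV-3 did not pass (camera adjusted p = 0.127). With the block the last was 0.07 (camera adjusted p = 0.144). In double-positive cells the sets held 5604 and 5568 of 16895 genes, so each was much of the other's background. Their opposite shifts are not separate results. With estimated inter-gene correlation, the higher genes failed in both sorts (camera adjusted p = 0.125 each) and the lower genes in the FZD7 sort (0.0867). The higher genes still passed in SKOV-3 (0.0148) and the lower genes in double-positive cells (0.039). The 18 genes higher in the libraries labelled FZD7-positive were lower in double-positive cells, with a median difference of -2.59 (camera adjusted p = 2.44e-51). With the inter-gene correlation estimated from the data, the camera adjusted p-value was 0.098. As 17 of the 18 are mitochondrial genes or their pseudogenes, this restates the opposite mitochondrial shares of the sorts. Across genes, Spearman's rho between log2 fold changes was -0.168 for OVCAR-5 resistance and double-positive cells, -0.2 for OVCAR-5 resistance and the FZD7 sort, 0.0302 and 0.0854 for SKOV-3 resistance with the same 2 sorts, and 0.276 between the sorts. These are 6 correlations in all with the value for the 2 lines, given as descriptions without a p-value. Some genes stood at unlike levels in the OVCAR-5 groups, scaled over all 20 libraries. CD44 averaged 134 and 170 CPM in the libraries labelled FZD7-negative and FZD7-positive. It averaged 725 CPM in double-negative, 652 CPM in double-positive and 746 CPM in wild type cells. GPX4 varied less, from 236 to 340 CPM over the same groups. The cause was not tested, so these groups may not represent the same starting population.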

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

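The tests with library depth, GC content, transcript length and mixed lines were chosen only after the results of each line were seen, though before the interaction was fitted. The change in resistant cells differed between OVCAR-5 and SKOV-3 for 11258 genes by the interaction test in edgeR, and this difference between lines is what singled out the genes below. Of the 24 genes named for both lines, 23 differed, which is partly a matter of selection, since SPOCK1, CD24, ANXA4 and DPP4 were picked by their interaction p-value. The 16 genes named for a single line were picked by their change there or were part of the list of 10. Of these, 13 differed by the same test, counted only after the result was seen. PROM1, SERPINA3 and AMPH had 0 counts in all unsorted libraries of the other line, so the test could not decide for them. Of the 23, 11 were called in both lines with opposite directions, 10 were called in both with the same direction, and AXIN2 and SPOCK1 were each called in a single line.

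The log2 difference (OVCAR-5 minus SKOV-3) was -6.01 for SPOCK1, -5.91 for CD24, -4.89 for DPP4, -4.79 for ALDH1A1, -4.75 for CFI, -4.39 for GSTM3 and -4.01 for ANXA4. It was 3.29 for TP63, -2.75 for ALDH1A3, -2.55 for LGR4, -2.49 for EPCAM, 2.17 for MT2A, -1.94 for IDH1, -1.79 for COL6A1, -1.56 for FZD5, 1.34 for KIAA1211L and -1.03 for AXIN2. The smallest were 1.00 for SLC7A11, 0.79 for CD44, 0.53 for GFPT2, -0.46 for GPX4 and 0.20 for FZD7. For CDH6 the fitted difference was -16.98, a size set by the fit, since the resistant OVCAR-5 libraries had at most 1 count.

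Other splits of the libraries were tried, to see how many calls an arbitrary grouping gives. For the interaction, libraries were regrouped within each line so that all same-numbered pairs stayed apart, and 1 of 32 splits, the real one, gave as many calls. Swapping the labels of all SKOV-3 libraries gave 10305, and the largest count of any other split was 5455. Within OVCAR-5 alone, 1 of the 4 splits that part all same-numbered pairs gave as many calls as the real 11498, namely the real one, and the others gave 0. Within SKOV-3 alone it was likewise 1 of 4, against 10496. With 4 such splits the share cannot fall under 0.05, so this test cannot tell the calls within a single line apart from an arbitrary grouping.

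Technical explanations of the difference between lines were tested in turn. Thinning every library to the smallest total left 11031 interaction calls, an offset for GC content gave 11389 and an offset for transcript length gave 11264, so none of these explains it. Genes expressed in wild type SKOV-3 and absent from wild type OVCAR-5 stood in resistant OVCAR-5 libraries at a median of 0.0363% of their SKOV-3 level (85 genes). In the other direction the median was 0.0651% (67 genes), and 2 of those genes exceeded 10%. Both are below the 1% set for a mixed sample. Reads shared between paralogs, the genotype of the resistant lines and the spread between separate cisplatin selections were not tested. The difference is not assigned to biology here.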

How the results depend on the processing

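Removal of mitochondrial genes, the GC and length offsets, their combinations with the replicate block, DESeq2 with the block, and the list calls and the mitochondrial gene sets with the block and offsets were tests chosen only after the results were seen. Of 309 alternative values of the comparisons, 259 kept their direction and side of the threshold or stayed within 1.5 times the count. Of 1707 alternative values of named genes, 28 became weaker, 7 stronger, 3 moved and 12 reversed. The other 1657 include 7 that changed sign when a replicate was left out of a sort, where nothing was tested and only a move beyond the SD of the replicates was counted. Unless a cause is given, the cause was not tested.

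The counts of resistant against wild type cells stayed within 1.5 times under every choice except the test against a 1.5-fold change, which gave 1681 up and 2400 down in OVCAR-5 and 1263 and 824 in SKOV-3. Across the fits that each left out 1 replicate, counts ran from 5604 to 5778 up and 5507 to 5626 down in OVCAR-5, 4881 to 5283 and 4921 to 5293 in SKOV-3, and 10957 to 11192 for the interaction. Library size scaling gave 41.1% of the OVCAR-5 calls up against 50.6%, and 58.6% against 50.4% in SKOV-3. AXIN2 in OVCAR-5 ran from -0.3569 to 0.07701 when a replicate was left out.

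In double-positive cells, library size scaling gave 11837 up and 290 down, DESeq2 1819 and 1501, all 20 libraries in a single fit 1808 and 1806, and the 1.5-fold test 309 and 140 (68.8% up against 49.9%). Under library size scaling GPX4, SLC7A11, CD44 and MT2A turned positive, at 0.2405, 0.2294, 0.3181 and 0.01044. SOX2 went from -0.7511 to 0.1143 without 1 of the replicates, untested.

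In the FZD7 sort, against 18 up and 0 down, DESeq2 gave 77 and 6, no filter 250 and 18, all 20 libraries 1157 and 1010, and the replicate block 937 and 266. Each of these kept the same 18 genes. A threshold of 0.01 gave 0 (830 up and 308 down unadjusted at 0.05), the 1.5-fold test 0 (273 and 32), and removal of mitochondrial genes 0 (786 and 303). The GC offset gave 11 and 0, and the length offset 33 and 1. The block gave 892 and 248 without mitochondrial genes, 344 and 42 with the GC offset, and 796 and 790 with the length offset (50.2% up against 77.9%). DESeq2 with the block gave 143 and 12. Library size scaling shifted the median by -0.243 and gave 13 and 0 (270 up and 3990 down unadjusted). It reversed PROM1 to -0.03745, SLC7A11 to -0.1216 and AXIN2 to -0.2004. The length offset gave SLC7A11 -0.1431 and AXIN2 -0.01732, and with the block -0.1456 and -0.01448. When a replicate was left out, with no test, PROM1 reached -0.2108, SLC7A11 -0.02641 and AXIN2 -0.08614 and -0.07073, all opposite in sign to the full fit, and ALDH1A3 (0.02591) and GPX4 (0.02863) also changed sign. With 2 libraries per group, no replicate was left out for calls in the sorts.

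With the replicate block, stem-cell markers passed in OVCAR-5 (-0.6722, camera adjusted p = 0.0224) and in double-positive cells (0.1539, 0.0326), and camera's direction for Wnt targets in double-positive cells reversed (0.007585, 0.948). With the 200 genes of smallest p, the OVCAR-5 genes up no longer passed, at -0.1077 in SKOV-3, -0.07925 in double-positive cells and -0.03904 in the FZD7 sort. The genes down reversed in SKOV-3 (-0.07168), where they had not passed, and still passed in double-positive cells (0.2359, camera adjusted p = 1.35e-13) and the FZD7 sort (0.2161, 2.24e-11). With estimated inter-gene correlation, these lost significance: Wnt receptors (0.3094), OVCAR-5 genes up in double-positive cells (-0.1015), the FZD7 sort's set there (-2.589), and OVCAR-5 genes up (-0.1093) and down (0.0963) in the FZD7 sort. The set of genes down in the FZD7 sort holds 0 genes (308 unadjusted) and gave no value. For genes with an average log2 CPM of at least 3, rho was -0.102 between lines, -0.196 for OVCAR-5 with double-positive cells, 0.063 for SKOV-3 with the FZD7 sort and 0.364 between sorts.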

Other observations

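The tests of the FZD7 transcript, the mitochondrial shares, the calls in double-positive cells, the gain with the replicate block and XIST were chosen only after the result was seen. Genes bounding the chromosome stretches were also named after the values were seen.

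FZD7 mRNA was not higher in the libraries labelled FZD7-positive. With mitochondrial genes removed its log2 fold change was -0.157, but under TMM that removal shifted the median change of all genes by only 0.00168, so this test does not rule out a few genes taking most of the counts. With the replicate block it was -0.1582, and a mislabelled sample cannot be told apart from a sort on surface protein that leaves the transcript unchanged.

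The mitochondrial share differed in both sorts. The gene sets used to examine it all passed an unadjusted threshold of 0.05 in camera. In the FZD7 sort, nuclear genes of the respiratory chain were lower in the libraries labelled FZD7-positive. This argues against more mitochondria per cell there, though mitochondria were not measured. The median difference was -0.302 (69 genes). This was -0.303 with the replicate block, where same-numbered libraries correlated at 0.377, -0.182 with the length offset and -0.184 with both. Stress genes were not higher in these libraries, with a median difference of -0.178, so they gave no sign of cell stress during sorting. The difference shrank to -0.0334 with the length offset, so stress is not ruled out. It was -0.172 with the block and -0.0353 with both. With a GC offset the median log2 fold change of the 13 mitochondrial mRNAs was 1.73, as without it. No single mRNA shifted by more than 0.0176. The offset did act elsewhere, as calls with the block went from 937 higher and 266 lower to 344 and 42. This argues against a GC trend shared by all genes as the source of the change in these mRNAs. Without the block, however, called mitochondrial genes went from 17 to 11. A GC effect on mitochondrial genes alone is not ruled out. In the ALDH and CD133 sort, respiratory-chain genes were lower in double-positive cells, with a median difference of -0.251 (67 genes), as the mitochondrial mRNAs were, and more mitochondria per double-negative cell remains as a possible explanation. The block gave -0.246, where same-numbered libraries correlated at 0.0474, the length offset -0.187 and both -0.184. Stress genes were higher in double-positive cells, by 0.265, opposite to what stress in the group with the higher share would give, and by 0.266 with the block, 0.306 with the length offset and 0.307 with both. With the GC offset the median of the mitochondrial mRNAs was -2.67, as without it, with shifts of at most 0.0357. All 32 mitochondrial genes tested were still called lower. This argues against a GC trend shared by all genes here too, with the same limit. Counts shared with nuclear pseudogenes, RNA quality and cell damage were not tested. The tests therefore do not single out mitochondrial content as the explanation. With mitochondrial genes removed, 2.49% of the nuclear calls in double-positive cells were lost, but the median change shifted by only 0.0062 under TMM, so this does not rule out a few genes taking most of the counts.

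In the FZD7 sort the replicate block raised the calls from 18 to 1203. The log ratio of replicate 2 to replicate 1 followed transcript length with a Spearman's rho of -0.435 in the negative and -0.22 in the positive libraries, and GC content with 0.258 and 0.0642. The smaller of each pair was under the 0.3 set for an explanation. The prior degrees of freedom in edgeR went from 6.38 without the block to infinite with it, and DESeq2 with the same block gave 155 calls, so the size of the gain possibly reflects how edgeR estimated the spread. Apart from mitochondrial genes and their pseudogenes, of which MTCO1P12 rose most at 1.81, and among genes with an average log2 CPM of at least 2, the largest changes called with the block alone were FLNC, SPOCK1, C1S and MCAM, at 2.07, 1.86, 1.80 and 1.78 on the log2 scale, and CST6, IL1A, IL6 and MB, at -0.96, -0.93, -0.92 and -0.90. These genes were named after their values were seen.

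XIST, named after its value was seen, averaged 6.27 CPM ± 0.648 (SD, n = 3) in wild type SKOV-3 and had at most 2 counts in any resistant library, at least 41-fold lower (edgeR adjusted p = 1.56e-18). The 505 X-linked genes differed from other genes by a median of -0.104, which did not pass 0.05 in camera, so the test shows neither a rise nor a fall of X-linked genes. Partial reactivation of the X chromosome is not ruled out, and it would be a consequence of losing XIST and not its cause. The cause of the fall was not tested.

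Neighbouring genes changed together. In windows of consecutive genes along each chromosome, the largest median log2 fold change was 0.831 in resistant OVCAR-5, on chromosome 22 from RAC2 to MCAT. It was -0.605 in resistant SKOV-3, on chromosome 6 from REPS1 to SMOC2, and -0.251 in double-positive cells, on chromosome 7 from TOMM7 to MRPL32. In 1000 shuffles of gene order the largest values were 0.345, 0.264 and 0.191, so 0 shuffles were as large and chance gene order does not explain the stretches. Copy number was not measured, and the hypothesis that these stretches are gains and losses of DNA was not tested.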
